A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

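The samples were tail DNA of the male parent, the female parent and 6 offspring of a C57BL/6 mouse family, each hybridized against the same reference male on 2 custom Agilent arrays with Cy3 and Cy5 exchanged. Slide 1 held the 8 arrays of both parents, offspring 1 and offspring 2, and slide 2 held those of offspring 3 to offspring 6. The groups were male parent, female parent and offspring, as the labels give them. The labels do not state the sex of the offspring, and sex was not used to form groups.

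The authors extracted the images with Agilent Feature Extraction 10.7.1.1. The deposited processed signals are intensity values of the red and the green channel, background-subtracted, spatially detrended and dye-normalized by a linear factor within each array, per the file headers. The deposited spot medians and local background medians are raw intensity values. The deposited log10 ratio of red over green was used only to check the direction of the ratios: at most 39 spots per array differed from it by more than 0.001. The deposited series table holds log2 ratios, which were found to be the reference over the mouse in each column, without centering, the largest difference from the processed signals being 5.0e-07. Deposited flags mark control spots, outlier spots, saturation and spots well above background, on no other scale. The study called a probe positive in this screening when it had been positive in a first screening and when it and a newly added neighbor passed a log2 ratio of 0.5 on both arrays. Which probes came from the first screening was not used here, so that condition was not applied and any 2 neighboring positive probes could form a region. The quantitative PCR of the study was not analysed here either.

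From the processed signals the log2 ratio of red over green was computed and turned to mouse over reference by the dye in the labels. Of 60129 spots per array, 3924 control spots were left out, as were 100 to 176 spots per array with a non-uniformity or population outlier flag. Spots of the same probe were averaged, and the median over autosomal probes was subtracted from each array. This median was at most 0.017 in size. No further normalization was used, since a loess or quantile step takes true copy number differences for bias. No non-control spot was saturated. Median processed signals of the arrays lay between 812 and 880, and the number of arrays limits the precision.

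Positive probes, regions and de novo candidates were defined before the data were examined. A positive probe passed 0.5 in size in the same direction on both arrays of a mouse. A region had at least 2 positive probes of 1 direction, each at most 3 probes and at most 5 kb from the one before. A de novo candidate was a region of an offspring with no positive probe that was positive in the same direction in either parent. The regions named in the text were, by a rule also fixed beforehand, the de novo candidates with at least 5 positive probes and the 3 parental regions with most positive probes. Spans that join several regions were described after their values had been seen. The mean log2 ratio of an offspring in its region was set against the other 7 mice by an exact one-sided permutation test. Probe-wise tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the mean of the 2 arrays of each mouse, with Benjamini-Hochberg adjustment. The other computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

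The region caller was tested on simulated data with the probe positions and the array noise of these 8 mice over 52140 probes. Of 100 segments of 6 probes planted at 0.8 in an offspring alone, 100 were called de novo. Of 100 planted in an offspring and a parent, 0 were called de novo, and 0 de novo regions were called where nothing was planted. In the simulated comparison of family and reference over 51871 probes, limma called 200 of 200 probes shifted by 0.5 and 18 probes shifted in no mouse. In that of offspring and parents it called 200 of 200 probes shifted by 1 and 2 others. The simulated noise was independent between probes and mice, which the noise of the arrays need not be. It had the same SD at all probes of a mouse, whereas dim probes of the arrays varied more. All probes of a planted segment had the same shift, whereas bright probes of the arrays gave smaller ratios. The simulation therefore does not give the recovery or the false calls at dim or bright probes of these arrays.

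The alternatives changed the threshold (0.8 and 0.4), the background correction (normexp with an offset of 50), the centering, the filter on probes well above background, the source of the values (the series table), the use of the 2 arrays (their mean, or either alone), the slide as a block, the number of probes per region, the gap limit (50 kb), the parent used, and the mice in the fit. Median spot signals were used for normexp in place of the mean signals that had been planned. Joining regions within 5 kb, requiring 2 positive probes that do not overlap and requiring a log2 signal of at least 8 were added after seeing the data.

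Positions are given as in the deposited files, on the mouse build mm9 (NCBI37). The reference genome and annotation at hand were of a later build, so gene names, exons and sequences at these positions were not used here.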

Results

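Genomic DNA from the tails of 8 mice of a C57BL/6 family was examined by array comparative genomic hybridization (array CGH), in which the DNA of a mouse and that of a reference animal carry different dyes and compete for the same probes. The family consisted of a male parent, a female parent and 6 offspring, and the reference was a single male mouse outside the family. Each mouse was hybridized on 2 arrays with the dyes exchanged, giving 16 arrays, and the 2 arrays of a mouse were taken as 1 replicate. The series covers the offspring of males exposed to gamma-rays at 20 mGy per day for 400 days. The study places this family in its irradiated group, but the design text of the series calls the male parent non-irradiated. No statement about irradiation was made here. There was 1 mouse of each parental kind, so parental values have no replicates.

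These arrays belonged to the second screening of the study, in which sites picked in an earlier screening were covered densely. Each array carried 52191 distinct probes, of which 52140 were autosomal, 48 lay on X and 3 on Y. The autosomal probes fell into 3720 sites more than 5 kb apart, and neighboring probe starts lay a median of 94 bp apart. Since the probes were chosen at sites already suspected to vary, the counts below refer to these sites and not to the whole genome. Between 98.4% and 99.2% of the non-control spots of an array were well above background in both channels. The spread of log2 ratios between neighboring probes lay between 0.11 and 0.16 per array. The number of arrays limits the precision of all values.

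The sex-linked probes were examined first, because they test the labels of the parents against a male reference. The mean log2 ratio of the 48 X probes was 0.79 ± 0.18 (SD over probes) in the female parent and -0.0042 ± 0.072 in the male parent. With normexp background correction in place of the processed signals, the X value of the female parent was 0.67. Offspring 5 and offspring 6 had X values of 0.80 ± 0.18 and 0.81 ± 0.17. The other 4 offspring had X values between -0.0050 and 0.041. The mean of the 3 Y probes was -1.71 in the female parent, -1.62 in offspring 5 and -1.73 in offspring 6. It was -0.31 in the male parent and -0.18 in offspring 4, with both arrays of each mouse below 0, and lay between -0.026 and -0.016 in offspring 1, offspring 2 and offspring 3.

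**Figure D1:**
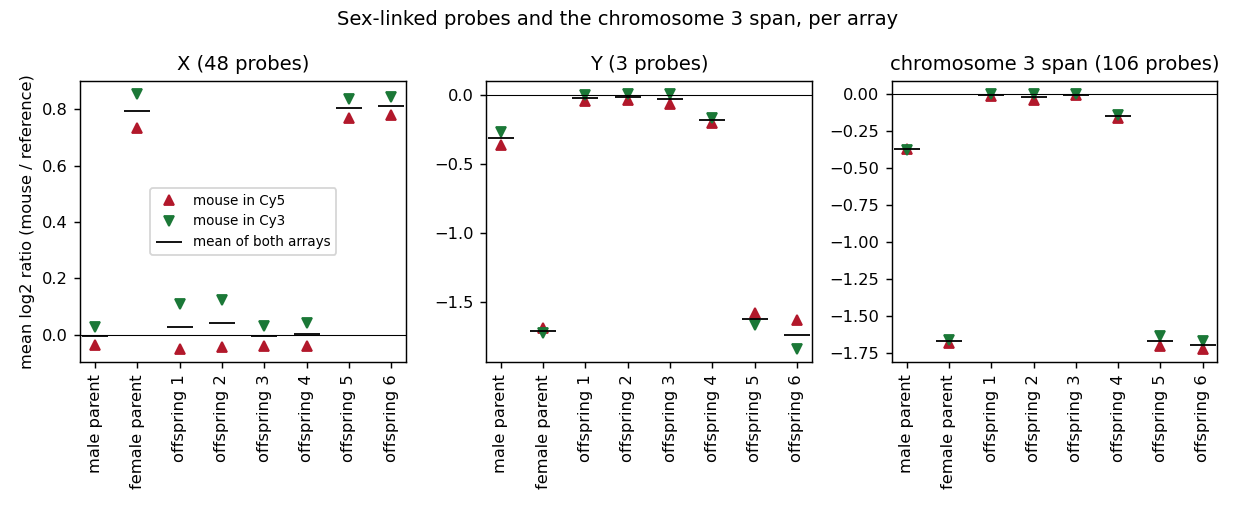
Mean log2 ratio of mouse over reference (vertical axes) for the 48 X probes, the 3 Y probes and the 106 probes of a span on chromosome 3, for each of the 8 mice (horizontal axes); triangles are the 2 dye-swap arrays and bars their mean. The female parent, offspring 5 and offspring 6 lay near 0.80 on X and at -1.62 or below on the other 2 sets, and the male parent lay at -0.31 on Y and -0.37 on the chromosome 3 span.

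The dye-swap design separates signals that follow the DNA from those that follow the dye. Among the autosomal probes past 0.5 in size on both arrays of a mouse, 3629 followed the DNA and 463 followed the dye over the 8 mice together, an agreement of 88.7%. Per mouse the agreement ranged from 76.0% in offspring 2 to 97.5% in the male parent. It depends on how many probes truly differ, and many of those lay in the gain on chromosome 4 described below. That gain held 731 of the 753 probes that followed the DNA in the male parent, and 172 of 199 in offspring 2. Offspring 1 had 146 probes that followed the dye against 63 in offspring 2, yet a higher agreement of 83.8%. The percentage is therefore no measure of array quality alone. At a threshold of 0.8 the agreement over all mice was 98.7%.

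A probe was considered positive when its log2 ratio passed 0.5 in the same direction on both arrays. The number of positive autosomal probes was 454 ± 304 (SD, n = 8 mice), and 432 ± 324 (SD, n = 6) among the offspring. The male parent had 732 positive probes in the direction of gain and 21 in the direction of loss, and the female parent 119 and 164. Offspring 1 (741 gain and 12 loss) and offspring 6 (764 and 169) had numbers of gains like those of the male parent. Gains and losses numbered 195 and 4 in offspring 2, 165 and 36 in offspring 3, 144 and 100 in offspring 4, and 100 and 163 in offspring 5. Most gains of each mouse lay in 1 span of chromosome 4 described below. It held 731 in the male parent, 115 in the female parent, 739 in offspring 1 and 762 in offspring 6. A span of chromosome 3 held 100 losses of the female parent and 99 each of offspring 5 and offspring 6. The counts of probes are therefore no counts of separate variant sites. The array with the mouse in Cy3 taken alone moved this result most, to a mean of 1269 probes per mouse. In all, 1162 autosomal probes (2.23%) were positive in at least 1 mouse, and 195 were positive in 1 offspring and in no other mouse. Of these 195, offspring 4 accounted for 87, all of them losses.

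The family analysis asked which regions of the offspring differed from both parents. A region was a run of at least 2 positive probes of the same direction, and it was a de novo candidate when none of its positive probes was positive in the same direction in either parent. There were 18 de novo candidate regions in 4 of the 6 offspring, 16 losses and 2 gains. Offspring 4 had 14, offspring 3 had 2, and offspring 2 and offspring 6 had 1 each. Offspring 1 and offspring 5 had none. With the array of the mouse in Cy3 taken alone, 306 regions were called, so the count rests on the agreement of both arrays. Of the 18 regions, 12 consisted of exactly 2 positive probes and 3 of at least 5. The 3 larger ones were losses of offspring 4.

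The region with most positive probes was a loss in offspring 4 on chromosome 4, from 50553739 to 50556106 (mm9, 2367 bp). Of the 24 probes in this span 19 were positive. Their mean log2 ratio was -0.88 ± 0.19 (SD over probes) in offspring 4, -1.02 on the array with the mouse in Cy5 and -0.74 on the other. The same probes gave 0.047 ± 0.081 in the male parent and 0.032 ± 0.069 in the female parent. The other 7 mice lay between 0.0046 and 0.056, with a mean of 0.028 ± 0.019 (SD, n = 7). Offspring 4 was the lowest of the 8 mice, which gave a p of 0.125 in an exact one-sided permutation test, the smallest that 1 mouse against 7 can reach. The difference was many times the spread of the other mice. These probes had been selected because offspring 4 was low at them on the same arrays, so the rank and the p are no independent evidence.

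Both remaining regions with at least 5 positive probes lay close together on chromosome 6 in offspring 4. The loss from 34885550 to 34887039 had 7 positive probes with a mean of -0.79 ± 0.13 (SD over probes), against -0.037 ± 0.037 in the male parent, -0.036 ± 0.059 in the female parent and a mean of -0.019 ± 0.025 (SD, n = 7) in the other mice. The loss from 34882164 to 34882834 had 6 positive probes with a mean of -0.88 ± 0.063, against 0.063 ± 0.12 in the male parent, 0.086 ± 0.055 in the female parent and a mean of 0.048 ± 0.052 (SD, n = 7) in the other mice. The exact one-sided permutation p was 0.125 for each, again the smallest possible and again at probes selected for low values in offspring 4. These were 2 of 8 neighboring candidate losses of this offspring. When positive probes were joined within 5 kb whatever number of probes lay between them, a rule chosen after seeing the data, the 8 became a single loss from 34880917 to 34891141 (10224 bp). It held 32 positive probes among 106, with a mean of -0.79 ± 0.13. The 74 probes of this span that were not positive had a mean of -0.24 in offspring 4, and 68 of them lay below 0. The 25 probes within 3 kb on either side had a mean of 0.0090. The genes at these positions were not analysed here, because the annotation at hand was of another genome build.

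**Figure D2:**
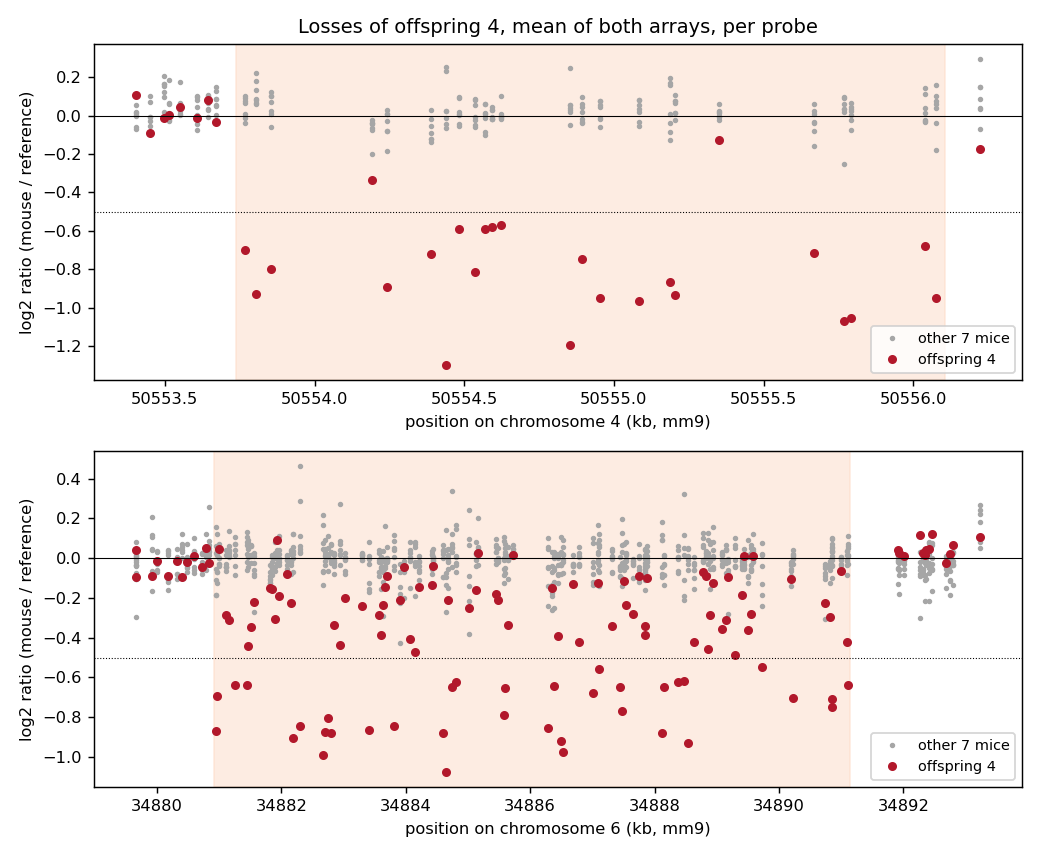
Log2 ratio of mouse over reference, mean of both dye-swap arrays (vertical axes), for each probe along chromosome 4 and chromosome 6 (horizontal axes, kb, mm9), with offspring 4 as red circles and the other 7 mice as grey dots; shading marks the joined loss and the dotted line the threshold of -0.5. In the shaded span of chromosome 4, 19 of 24 probes of offspring 4 were positive, and in that of chromosome 6, 32 of 106, while the other mice stayed around 0.

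The other 9 candidate regions had 2 positive probes each and a median span of 197 bp. The gain of offspring 6 was among these and lay inside the parental gain on chromosome 4 described below, at probes where the male parent had 0.50 without passing the threshold on both arrays. It was therefore part of a parental gain, and with a difference of over 0.5 from each parent required as well, 17 candidates were left. Requiring 2 positive probes that do not overlap left 13 of all 18 candidates. In 3 of the other 9 regions both probes overlapped, so that they were no independent measurements. On the log2 scale, the called offspring and the next mouse lay 0.59 to 0.88 apart in the 9 regions of offspring 4 described above. In the other 9 regions this distance was 0.0045 to 0.58, with the called offspring the extreme mouse in 8 of the 9. The probes of the 9 regions had a median log2 signal of 6.97 against 9.82 for all autosomal probes. Those of the gain of offspring 6 had 9.69, and the 8 other regions were dim, with medians of at most 7.71. Restricting the calls to probes with a log2 signal of at least 8, also chosen after seeing the data, left 10 candidate regions, 1 of them a gain inside that chromosome 4 span.

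The parents were then examined for regions shared with their offspring. There were 98 regions called in a parent, 68 in the male and 30 in the female parent, and each was carried by at least 1 offspring, counting an offspring when at least 50% of the positive probes of the region were positive in it in the same direction. There were 60 regions carried by 2 offspring, and 2 carried by all 6. Most of the 98 were pieces of 1 gain on chromosome 4 described below, and carrying was judged by the threshold of 0.5. The largest piece counted 2 offspring, although offspring 2 to offspring 5 had means of 0.50, 0.52, 0.51 and 0.48 there. These tallies are therefore no counts of inherited variants or of the offspring that received them. The number of parental regions rose to 194 with the array of the mouse in Cy3 alone. It fell to 15 under the rule that joined positive probes within 5 kb. The 8 losses among the regions of the female parent were each carried by offspring 5 and offspring 6 and by no other offspring.

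Most of the parental regions belonged to a gain on chromosome 4. In the male parent 66 regions with 725 positive probes lay between 101109089 and 101270967 (mm9, 161878 bp), and in the female parent 22 regions lay in the same span. The largest region of the male parent, from 101223145 to 101234158, had 61 positive probes with a mean log2 ratio of 0.87 ± 0.15 (SD over probes). At these probes the female parent had 0.48 ± 0.10. Offspring 1 and offspring 6 had 0.86 each, and offspring 2, offspring 3, offspring 4 and offspring 5 had 0.50, 0.52, 0.51 and 0.48. Thus all 8 mice differed from the reference in the same direction, at different levels. The 6 probes of the tiled stretch before the span and the 12 after it had means between -0.045 and 0.030 in the 8 mice.

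**Figure D3:**
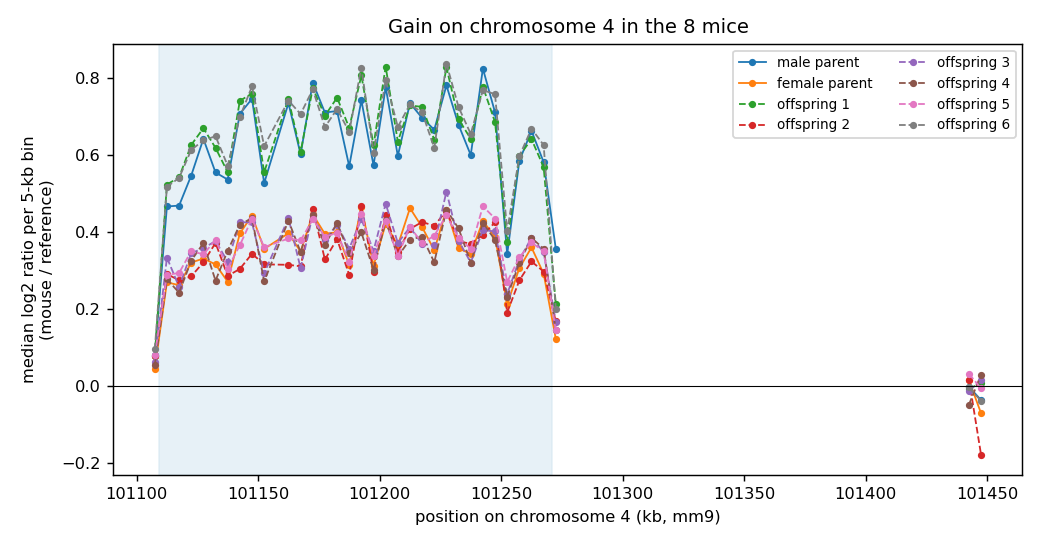
Median log2 ratio of mouse over reference per 5-kb bin (vertical axis) along chromosome 4 (horizontal axis, kb, mm9) for the 8 mice, with solid lines for parents and dashed lines for offspring; shading marks the span of the regions called in the male parent. The male parent, offspring 1 and offspring 6 ran together above the other 5 mice, and all 8 returned to about 0 outside the span.

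The female parent carried 2 large losses on chromosome 3. The loss from 25429982 to 25449850 had 61 positive probes with a mean of -1.73 ± 0.56 (SD over probes), and the loss from 25416378 to 25424289 had 39 with a mean of -1.78 ± 0.56. At the probes of the first, offspring 5 and offspring 6 had -1.72 and -1.75. Offspring 1, offspring 2 and offspring 3 lay between -4.8e-05 and 0.0015. The male parent had -0.38 ± 0.11 and offspring 4 had -0.16. At the probes of the second loss, the male parent had -0.40 and offspring 4 had -0.16. These 2 spans therefore followed the Y probes, mouse by mouse. The 6 other losses of the female parent, on 5 chromosomes, showed a similar pattern: the male parent had a mean of -0.24 ± 0.061 (SD over losses), offspring 4 had -0.14 ± 0.027, and offspring 5 and offspring 6 had -1.09 ± 0.11 and -1.13 ± 0.072.

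The next comparison set the family as a whole against the reference, the 2 conditions named in the design. In a limma model with 1 value per mouse, 2002 of 51871 autosomal probes differed from 0 at an adjusted p under 0.05, 1611 higher and 391 lower than the reference. The reference was a single animal, so its own spread is not part of this test, and mice of a family are related. Requiring a mean difference over 0.5 as well moved this count most, to 650, all of them higher. The number of lower probes depended on single mice, with 129 left without offspring 1 and 637 without offspring 5. In the chromosome 4 span 1243 of 1315 tested probes were called, all higher, with a median difference of 0.51. Outside it 759 probes were called, 368 higher and 391 lower, with a median size of 0.096, and 1 of them passed 0.5 in size.

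The last comparison asked whether any difference was shared by the offspring and missing from the parents. In a limma model of 6 offspring against 2 parents no probe passed an adjusted p of 0.05, the smallest adjusted p being 0.988. At an unadjusted p under 0.05 there were 1248 probes (2.41%). With the slide as a block the count also was 0. Without the male parent 3 probes were called, and they are given with the alternatives.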

Values the study reported

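For offspring 4 of this family, the study reported a deletion of 10,224 bp on chromosome 6, with 32 positive probes in its second screening. In the same mouse it reported a deletion of 2367 bp on chromosome 4, with 19 such probes. Both were found by quantitative PCR as well. No other mouse of this family appears in its list of de novo changes.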

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

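All tests of explanations in this part were chosen after the results had been seen. A value was singled out when 1 of the 6 offspring lay far from the other 5 relative to their range, which chance does in about 1 in 20 groups of values, and 12 quantities were examined in this way.

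Offspring 4 stood apart in 3 regions. Its mean log2 ratio was -0.88 in the loss on chromosome 4 that begins at 50553739, -0.79 in the loss on chromosome 6 that begins at 34885550 and -0.88 in the loss on chromosome 6 that begins at 34882164. These regions had been selected because this offspring was low in them, so that the distance itself is no further evidence. A slide effect is argued against by the other offspring on the same slide, of which the lowest had -0.013 over all probes of either span. Dye bias is argued against because the array mean nearest to 0, over all probes of either span, was -0.38. The positive probes were of ordinary brightness, with a median log2 signal of 9.27 against 9.82 for all autosomal probes. A deletion of 1 copy in 50% of the cells would give -0.35 on the scale of the X probes, and loss of 1 of 2 copies in all cells -0.84. At the probes under the median signal the span on chromosome 4 had a median of -0.93 and the joined span on chromosome 6 a median of -0.65, both beyond the value for 50% of the cells. Of the X probes that set the scale, 47 of 48 were under the median signal too. The brighter probes had -0.59 on chromosome 4, still beyond that value. On chromosome 6 the 67 brighter probes had -0.21 and all 106 probes -0.34, which were not. For chromosome 6 the argument therefore rests on the dimmer probes alone. With these technical explanations argued against, a candidate explanation is the loss of 1 copy in most or all cells of offspring 4, new in this animal. On these data alone it remains a hypothesis, since it was found and tested on the same arrays. The study lists both deletions of this mouse as de novo and found them by quantitative PCR, which was not analysed here. Whether irradiation played a part was not tested.

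The number of de novo candidate regions was 14 in offspring 4, against 2 or fewer in the other 5 offspring. Of the 14, 9 lay in both spans above, and the remaining 5 belonged with the isolated regions of 2 probes. Over the whole family 9 regions lay outside both spans. Of these, 1 was the gain of offspring 6 inside the parental gain on chromosome 4, which is no isolated region, and 7 were losses, which may be a technical signal. The median log2 signal of the probes of the 9 regions was 6.97, and 0 of 10000 random sets of as many autosomal probes had a median as low. The gain of offspring 6 had a median of 9.69, so dim probes do not account for it. The 7 losses lay at 6 sites, since a loss of offspring 3 and a loss of offspring 4 on chromosome 6 overlapped. Offspring 1, in which none of the 7 losses was called, had a mean of -0.47 ± 0.11 (SD over 7 regions) in them, and -0.48 ± 0.12 (SD over 6 sites) with each site counted once. The parents had 0.073 and 0.061, offspring 5 had 0.13 and offspring 6 had -0.059. A slide effect is argued against, since the higher of both offspring on slide 1 had -0.34 although the calls were on slide 2. Small inherited variants at each site are argued against as well: offspring 1 to offspring 4 were the 4 lowest mice in 7 of the 7 losses and at 6 of the 6 sites, which lie on 5 chromosomes and would be expected to reach different offspring. Offspring 3 and offspring 4 were low there by selection, since the losses were called in them, so the test rests on offspring 1 and offspring 2. The parents were kept from being called there by selection too. Pairing the Cy5 array of an offspring with the Cy3 array of another also yielded 17 candidate regions over 30 pairs, 11 of them from the 6 pairs among offspring 1, offspring 3 and offspring 4. Offspring 1 to offspring 4 are also the offspring with X values near 0. The male parent shared that value, but its values in these losses do not decide whether the signal goes with X, since a site where a parent passed the threshold for a loss could not be a candidate. These 4 mice were not alike at dim probes in general: over the autosomal probes with a log2 signal under 8, the median was 0.13 in offspring 2, the highest of the 8 mice, and -0.029, -0.054 and -0.055 in offspring 1, offspring 3 and offspring 4. The remaining region, a gain of offspring 2 on chromosome 6 from 32972087 with a mean of 0.68, was dim too but had another pattern: offspring 1, offspring 3 and offspring 4 had -0.68, -0.68 and -0.54, and the male parent, with -0.65, was called as a loss. The tests on the 7 losses do not extend to that region. Why these 4 mice were low in the 7 losses stays open, and no biological explanation other than small inherited variants was tested.

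The Y probes served to test the labels and were left out of the calls and the limma fits, which used autosomal probes. Their mean in the male parent was -0.31, where a male against a male reference would lie at 0. The loss of the Y chromosome in part of its tail cells is a candidate explanation. The X probes of the male parent had a mean of -0.0042, while female DNA mixed into the sample in the share needed would have given 0.32. Dye bias is argued against, since the chromosome 3 span, which followed the Y probes, had -0.37 on the array with the mouse in Cy3 and -0.37 on the other. The lowest offspring on the same slide with an X value near 0 had -0.017 in that span, which argues against the slide. A Y variant passed to sons is argued against by the 4 offspring with X values near 0, of which the lowest had -0.15. Scaled to the female parent, a median of 34.0% of the signal was missing from the chromosome 3 span in the male parent (105 probes) and 33.0% from the 3 Y probes. In offspring 4 these values were 13.5% and 20.5%. The agreement in the male parent rests on 3 Y probes, of which the weakest had only -0.31 in the female parent. Age and irradiation were not tested as reasons.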

How the results depend on the processing

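The rules for regions joined within 5 kb, for probes that do not overlap and for a log2 signal of at least 8 were chosen after seeing the data, and the others before. Of 81 alternative values, 48 stayed within the spread of the mice or close to the main count, and 0 changed direction. The 48 were counted widely. They include 145 parental regions at a threshold of 0.4 against 98, and 27 de novo candidates with the slide as a block against 18. A count of regions or probes cannot change direction, and the balance of gains and losses did not enter. Unless a value below shows it, the cause of a change was not tested.

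The mean number of positive probes per mouse was 166.5 at a threshold of 0.8, 954 with the Cy5 array of the mouse alone and 1269 with its Cy3 array alone. Without the second array, probes that follow the dye are no longer removed. The agreement between the dyes rose to 98.7% at a threshold of 0.8.

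The 18 de novo candidate regions became 9 at a threshold of 0.8 (5 gains and 4 losses, the 5 gains all inside the chromosome 4 gain span) and 38 at 0.4, 46 with the mean of both arrays, 98 with the Cy5 array alone and 306 with the Cy3 array alone. With normexp there were 7, all of them losses of offspring 4 on chromosome 4 or chromosome 6. There were 6 when a region needed 3 positive probes and 3 when it needed 5, by construction. Against the male parent alone there were 29, and against the female parent alone 142, since regions of the other parent then count as new. Requiring over 0.5 from each parent gave 17, and no call in another offspring gave 12. Joining within 5 kb gave 11, and a log2 signal of at least 8 gave 10. With the slide as a block the count was 27, of which 16 were gains, none of these inside the chromosome 4 gain span, against 2 gains of 18 in the main setting, and with normexp 0 of 7 were gains. Regions beginning in the chromosome 4 or chromosome 6 span of offspring 4 were called under every alternative, from 2 under joining to 9.

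The 98 parental regions became 157 with the Cy5 array alone, 194 with the Cy3 array alone, 65 when 3 positive probes were needed, 47 when 5 were needed and 15 under joining.

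The mean log2 ratio of offspring 4 in its loss of 19 probes was -0.69 with normexp, -1.02 on the Cy5 array alone and -0.74 on the Cy3 array alone. The X value of the female parent was 0.67 with normexp. The offset that normexp adds to both channels draws ratios towards 0.

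Of the probes differing between family and reference, 650 also had a mean difference over 0.5. Leaving out each mouse in turn gave 1474 (without offspring 1) to 2494 (without offspring 5). The probes lower than the reference, 391 in the full family, moved further: 129 without offspring 1, 145 without the male parent, 152 without the female parent, 637 without offspring 5 and 627 with the slide as a block. The higher ones, 1611 in the full family, numbered 1342 to 1857 when a mouse was left out. In the comparison of offspring and parents, leaving out a parent gave 0 (without the female) to 3 (without the male) probes in limma, with 669 to 1735 probes at an unadjusted p under 0.05 over all alternatives. The lone female parent is then assumed to vary like the offspring. These 3 single probes, looked up after the count was seen, lie on chromosome 2 from 127179592, chromosome 9 from 103023261 and chromosome 16 from 25423296. The female parent had 0.68, 1.20 and -1.20 there and the male parent 0.095, -0.071 and -0.11.

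Signal over background limits calls at the dimmest probes. Outside the spans named in the text, the log2 ratios of autosomal probes with a log2 signal under 8 had an SD of 0.12 to 0.18 per mouse, against 0.070 to 0.12 at the other autosomal probes, and the dim probes had the larger SD in each of the 8 mice.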

Other observations

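All tests in this part were chosen after the results had been seen.

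The losses on chromosome 3 in the female parent, offspring 5 and offspring 6 may be signal of the Y chromosome. An autosomal deletion passed on by the female parent is argued against by the male parent, which had -0.37 over the 106 probes of the span although it carried no large loss there. All 3 mice with an X mean near 0.80 lay below -1 in the span, against 0 of the 5 others, as probes that also match sequence on Y would give. The 6 losses of the female parent on other chromosomes showed the same. Deletions passed on by the female parent are argued against there too, since the male parent, in which none was called, had a mean of -0.24 over them. In 6 of the 6 the mice with an X mean near 0.80 were lowest and the male parent was next, as on the Y probes. The 8 losses of the female parent may therefore be no inherited autosomal losses, although they are counted among the 98 parental regions. The array design places these probes on autosomes of mm9, and their sequences were not used here, so the match itself was not tested.

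The gain on chromosome 4 had 2 levels. At probes under the median signal, the span had a median of 0.50 in the female parent and 0.86 in the male parent. Offspring 1 and offspring 6 had 0.87 and 0.88, and offspring 2 to offspring 5 had 0.53, 0.48, 0.47 and 0.49. Scaled by the X probes of the female parent, whose 2 copies against 1 in the reference gave a median of 0.84, the values for 3 and 4 copies against 2 would be 0.49 and 0.84. The data are consistent with 3 copies in the female parent and 4 in the male parent. A reference with a single copy is argued against, since 2 copies against 1 would put the female parent at 0.84. The slide is argued against by a range of 0.40 among the 4 mice of slide 2. No offspring lay near 0, so each may have received a gained copy from at least 1 parent. How copies lie on the chromosomes of the parents was not tested.

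In the joined loss of offspring 4 on chromosome 6, the 39 probes under the median signal had a median of -0.65 and the 67 brighter ones -0.21. A candidate explanation is that bright probes understate a change wherever they lie. In the chromosome 4 gain of the male parent the brighter probes had a median of 0.49 against 0.86 at the others. The number of positive probes in a region may therefore depend on the brightness of its probes as well as on its length. Why bright probes differ was not tested.

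The number of de novo candidate regions in offspring 4 was 14 here. Of these, 9 were pieces of the 2 deletions quoted from the study above, so the 14 cannot be set against the number of those deletions. With positive probes joined within 5 kb, offspring 4 had 8 candidate regions, 2 of them in these spans. The deletions of the study had also passed further steps. The joined spans of 10224 bp and 2367 bp, with 32 and 19 positive probes, had the sizes and probe numbers quoted above.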
